# Screening bioactive food compounds in honey bees suggests curcumin blocks alcohol-induced damage to longevity and DNA methylation

**DOI:** 10.1038/s41598-021-98614-4

**Published:** 2021-09-27

**Authors:** Erik M. K. Rasmussen, Kristine L. Seier, Ingrid K. Pedersen, Claus Kreibich, Gro V. Amdam, Daniel Münch, John Arne Dahl

**Keywords:** Epigenetics, Screening, Animal disease models, Methylation analysis

## Abstract

Various bioactive food compounds may confer health and longevity benefits, possibly through altering or preserving the epigenome. While bioactive food compounds are widely being marketed for human consumption as ‘improving health and longevity’ by counteracting harmful effects of poor nutrition and lifestyle, claimed effects are often not adequately documented. Using the honey bee (*Apis mellifera*) as a model species, we here employed a multi-step screening approach to investigate seven compounds for effects on lifespan and DNA methylation using ELISA and whole genome bisulfite sequencing (WGBS). A positive longevity effect was detected for valproic acid, isovaleric acid, and cyanocobalamin. For curcumin, we found that lifespan shortening caused by ethanol intake, was restored when curcumin and ethanol were co-administered. Furthermore, we identified region specific DNA methylation changes as a result of ethanol intake. Ethanol specific changes in DNA methylation were fully or partially blocked in honey bees receiving ethanol and curcumin together. Ethanol-affected and curcumin-blocked differentially methylated regions covered genes involved in fertility, temperature regulation and tubulin transport. Our results demonstrate fundamental negative effects of low dose ethanol consumption on lifespan and associated DNA methylation changes and present a proof-of-principle on how longevity and DNA methylation changes can be negated by the bioactive food component curcumin. Our findings provide a fundament for further studies of curcumin in invertebrates.

## Introduction

Once thought to be a stable epigenetic mark, it is now widely accepted that DNA methylation can be dynamic. Recent advances in uncovering enzymatically oxidative derivates of 5-methylcytosine have led to a rising interest in the field of functional epigenetics and especially dynamic DNA methylation^1–3^. The recognition of the dynamic nature of epigenetic marks provides a foundation for assessing the effect the environment and specific compounds have on the epigenome of living organisms.

Micronutrients and other bioactive food components hold potential as epigenome effecting drugs^4–6^. The diversity of food supplements that is marketed towards humans for potential health benefits includes vitamins, plant extracts and synthetic analogues to natural compounds. While health effects are apparent for some supplements, claimed benefits are unclear for others despite traditional beliefs^7–9^. In addition, modes of actions are often elusive when concerning potential epigenetic effects. The assessment and understanding of epigenetics in metabolic studies is still in its infancy. Folic acid (vitamin B9) however, is an exception of a food supplement compound with demonstrated inherent linkage to epigenomic mechanisms, as it is already established as prophylactic drug during pregnancy to protect the fetus against neural tube defects^10^. Sodium butyrate (mostly produced in the intestine from fermentation of dietary fiber, but also present in some dairy products) was one of the first bioactive food components shown to interfere with the posttranslational modifications on the N-terminal tails of core histones by acting as an inhibitor of certain histone modifying enzymes^11–13^.

The synthetic compound valproic acid, an analogue of valeric acid derived from the plant *Valeriana officinalis* has for decades been used in treatment for epileptic seizures (for a review see^14^). Hints about the mode of action was provided in the early 2000s when Phiel and coworkers (2001)^15^ discovered that valproic acid could inhibit histone deacetylases. Plant extracts are usually a mixture of different compounds, and improper storage may lead to formation of breakdown products like in the case of *Valeriana officinalis*, isovaleric acid^16,17^. The effects of isovaleric acid on the epigenome remains largely unstudied.

Curcumin, the main compound isolated from the rhizome of the turmeric plant, has been implicated in histone hypoacetylation^18,19^. Considerable crosstalk between post-translational modifications of histones and DNA methylation has been demonstrated^20–22^. In addition, Curcumin has been shown to confer some level of protection to the liver against damages from alcohol abuse in mice^23^. However, low bioavailability of curcumin and usage of poor solvents (i.e. water) plague many of the earlier studies^24,25^. These are challenges that must be considered when conducting in vivo studies.

Ethanol, one of the most harmful substances abused by humans in Europe and a leading cause of death in the US, is also a versatile solvent of many organic compounds, including bioactive food components^26,27^. However, rodent model organisms like mice display large strain variations in ethanol tolerance and development of conditioned taste aversion^28–31^.

Scoring of survival in a model organism can be a powerful screening assay to directly determine advantageous or deleterious effects of plant-derived compounds fed at a range of concentrations. Promising hits can be further studied by whole genome bisulfite sequencing (WGBS) to assess the whole genome for DNA methylation changes associated with consumption of a compound. This strategy can uncover compounds that confer health and longevity benefits and provide insight into molecular mechanisms and pathways related to these benefits. Arguably, the honey bee is a cost effective and, due the short life span, an efficient model organism for such studies.

The honey bee is a demonstrated model for dynamic DNA methylation^32–34^. The honey bee hive is a highly complex structure with functionally sterile worker bees making up the bulk of the bees, communicating and performing specialized task to support the hive^35^. Importantly, compared to Dipterans like *Drosophila melanogaster*, honey bees appear to have a functionally broader DNA methylation system^32,36^. Herb and co-authors (2012)^33^ have shown that a social perturbation of the DNA methylome in honey bees is possible, reversing previously established DNA methylation patterns when older worker bees revert to tasks usually performed by younger workers.

In addition to its semi-domesticated hive habitat, honey bees can be housed inside the laboratory with relatively little effort or use of lab space^37^. This allows tight control of food intake, and usage of many individuals facilitates screening of different compounds at a range of concentrations. Many insects are attracted to ethanol^38,39^, and the honey bee is no exception^40,41^. The honey bee has been used to study the effects of ethanol with special emphasis on behavior, learning and memory^42^. Ethanol has been shown to alter the honey bees' locomotor behavior making bees more likely to spend their time upside down^43^. Also, honey bees fed ethanol showed impaired learning and memory recall performance^44^. However, the effects of ethanol on the honey bee DNA methylome remains to be investigated.

In this study we use a three-step screening approach were seven compounds, at a range of concentrations, were first screened for effects on longevity. All compounds and concentrations were assessed for any deviation in consumption, and only compounds that did not affect food consumption were included in further analysis. These compounds were then screened for global methylation changes. The most promising compound was selected for WGBS and in-depth analyses of how DNA methylation may be affected by substance exposure. A positive survival effect was detected for valproic acid, isovaleric acid, and cyanocobalamin. We show that ethanol has a detrimental effect on worker bee lifespan and induces changes in DNA methylation patterns. For curcumin, we found that lifespan shortening caused by ethanol intake, was restored when curcumin and ethanol were co-administered. Furthermore, we identified region specific DNA methylation changes as a result of ethanol intake. Ethanol specific changes in DNA methylation were fully or partially blocked in honey bees receiving ethanol and curcumin together. We present a proof-of-principle on curcumin restoring alcohol-associated shortened lifespan and DNA methylation changes in an important model organism. Our findings provide a fundament for further studies of curcumin in invertebrates and offer an avenue to explore regarding possible prevention of health issues related to alcohol consumption.

## Material and methods

### Animals

Honey bees (*Apis mellifera carnica* Pollmann) were kept at the Norwegian University of Life Sciences’ apiary at Aas, Norway. Honey bee studies on survival and feed consumption were carried out during fall of 2013, specimen for DNA methylation studies were collected during winter 2014 (see below).

To establish similar life history traits among all tested specimens and to minimize physiological age differences, we exclusively used one worker type: winter bees. To achieve this, we used established tools to manipulate the hive’s social demography and worker bee tasks^45^. In brief, the characteristic feature of winter (*diutinus*) bee colonies is the absence of brood, which triggers physiological changes in workers, e.g., by diverting resources into increased nutrient storage, winter worker types typically show higher resilience and longer survival regardless of time of emergence^46–50^. To assure collection of winter worker type, all colonies for sampling in January were confirmed to be broodless prior to collection. To obtain broodless hives and winter worker types already in fall (September–October), we removed all brood combs with eggs and larvae at least 2 weeks prior collection, and queens were prevented from egg-laying through confining them in queen cages^47^.

### Survival assays and assessment of feed consumption

Sample collection in fall, was essentially carried out as follows: honey bees were collected from two individual donor colonies (‘colony replicate’) with naturally mated queens in two rounds, each separated by two to three days (‘day replicate’). From each donor colony, four cages with approximately 50 bees in each cage were collected, resulting in a total of 16 cages and approximately 800 bees for each round.

For the entire subsequent test period, bees remained in the plastic cages, which had the following dimensions: width/depth/height: 19 × 18x23 cm and were lined with patches of mesh for ventilation. After collection, cages were transferred into a climate chamber, set to temperature of 26** °C** with approximately 60% relative humidity (e.g.^37,51^. For acclimation and to control for possible effects of sample collection on initial mortality rates, all cages received the control diet (see below) for the first two days of captivity. Bees that died during this initial period were removed and not considered in survival statistics.

For subsequent survival and food consumption testing, bees had ad libitum access to a water feeder and another feeder containing the respective treatment diet. Treatment identity (factor: dietary supplementation) was balanced with respect to day and colony replicates, and was otherwise randomly assigned to the individual cages. Each day, dead bees were removed and the number of dead individuals per cage was recorded. Similarly, food and water feeders were changed, and the consumed volume was recorded daily. After 41 days the experiment was terminated, and any remaining bees were censored.

The average daily consumption per bee for the first 10 treatment days was calculated per cage in order to investigate if any lifespan differences could be attributed to differences in consumption.

We have tested for possible effects of dietary supplementation with isovaleric and valproic acid, sodium butyrate, cyanocobalamin, folic acid, ethanol, and curcumin. All treatment diets were made based on the same stock feed solution, which also served as the control diet. The stock feed solution contained 50% Bifor® (Nordic Sugar; 37% sucrose, 19% glucose, 19% fructose in water), 2% Grace’s amino acid mix for insect cell culture (Sigma-Aldrich cat no G0148) or RPMI 1640 (Sigma-Aldrich cat no R7131), 1% lipid mix for insect cell culture (Sigma-Aldrich cat no L5146) and 47% dH_2_O. In treatment diets the dH_2_O fraction of the stock feed was partly substituted by the respective compound (details in Supplementary Table 1). All tested compounds except ethanol were given at 3 concentrations (considered low, medium, high concentration based on literature) with a 10 × concentration increment^52–57^. Each treatment (factor: concentration) was given to four replicate cages with 50 bees each, making a total of 3*4 = 12 cages plus 16 (for isovaleric acid, valproic acid, folic acid, and cyanocobalamin) or four (for sodium butyrate, ethanol, and curcumin) control fed cages (50 bees each) per tested compound.

### Preparation of bees for molecular testing

Honey bees were collected from two separate donor hives with naturally mated queens on January 15th, 2014. In total, 18 cages with approximately 50 bees each were collected from both hives resulting in approximately 900 bees.

All honey bees were fed a control diet with the same constituents as the survival assay experiment for the first 2 days of captivity. After 2 days, food diets were exchanged with the same treatment diets used in the survival assay experiment. For a detailed makeup of diets used see Supplementary table 1. Each treatment diet was given to two cages to reduce the chance of bias due to cage effects.

Temperature, humidity, number of dead honey bees, food and water consumption was recorded daily. Fresh food and water were also given daily along with removal of any dead bees. After 10 days of treatment diet feed, all remining honey bees were flash frozen in liquid nitrogen and stored at – 80° C until further processing.

### DNA extraction

DNA was extracted essentially as described previously^58^. The stinger along with the gut was pulled out of the separated abdomen and discarded. The remaining abdominal carcass with the fat body tissue was used for further analyses. Briefly, abdomen carcasses with adhering fat body were homogenized in ATL buffer (QIAGEN 19076) containing 0.4 mg Proteinase K (Sigma Aldrich P8044). Samples were then incubated at 56 °C with shaking at 400 rpm for 16 h in a Thermomixer (Eppendorf 5355 000.011). The lysate (500 µl) was extracted once in phenol:chloroform:isoamylalcohol (25:24:1) before the aqueous phase was RNAse treated by incubating the sample with 5 µl of RNAse A (20 mg/ml) at 37 °C with shaking at 550 rpm for 30 min. The aqueous phase was extracted again using phenol:chloroform:isoamylalcohol (25:24:1) before genomic DNA was precipitated by adding 1/10 volume equivalents of 3 M sodium acetate (pH 5.3), 10 µl of linear acrylamide (ThermoFisher Scientific AM9520) and 2.5 vol of ethanol, washed twice in 70% ethanol, air dried, and dissolved in nuclease free water.

### Assessment of global methylation state using 5mC specific ELISA

Enzyme-linked immunosorbent assay (ELISA) was performed using the Zymo Research 5-mC DNA ELISA kit according to the manufacturer’s instructions. Briefly, 100 ng of DNA was diluted with 5-mC coating buffer to a volume of 100 µl. The DNA was denatured at 98 °C for 5 min and immediately incubated on ice for 10 min. Denatured DNA was transferred to wells and incubated in darkness at 37 °C for 1 h, allowing the DNA to settle and adhere to the wells. After incubation, the buffer was discarded, the plate was washed three times with 5-mC ELISA buffer, and kept with the 5-mC ELISA buffer at 37 °C for 30 min in darkness. After incubation, the buffer was discarded, and primary and secondary Horseradish Peroxidase conjugated antibodies were added to each well for labeling of 5mC (1:2000 and 1:1000 concentrations respectively). The plate was incubated at 37 °C for 1 h in darkness. After incubation, the plate was washed three times with 5-mC ELISA buffer, HRP-developer was added and allowed to develop for 45 min before absorbance at 405 nm was measured with a microplate reader. The percentage of 5mC present in the samples were calculated according to the manufacturer’s description.

### Whole genome bisulfite sequencing library preparation

Sequencing libraries were constructed essentially as described before^59^. Briefly, 2 µg of genomic DNA spiked with 10 ng of λ-phage DNA which is devoid of DNA methylation was fragmented using a Sartorius Labsonic M sonicator, with cycle settings at 0.5 and power/amplitude set to 30%. Average fragment length was assessed on an Agilent Bioanalyzer DNA High Sense chip. Upperand lower size cut-offs were performed using Agencourt AMPure XP beads at a volume of 0.6 × and 1.4 × to DNA solution respectively (selecting for fragments in the ⁓ 100 to ⁓ 600 bp range). Sticky ends were repaired using Epicentre End-it DNA end repair kit according to the manufacturer’s recommendations. Adenosine tails were added to blunt end fragments using New England Biolabs (NEB) Klenow Fragment (3′ --> 5′ exo-) and NEBNext® dA-Tailing Reaction Buffer according to the manufacturer’s recommendations. The reactions were cleaned up using Agencourt AMPure XP beads at a volume of 1.4 × to DNA solution (selecting for fragments < 100 bp). Methylated adapters were ligated to eluted DNA using NEB T4 DNA ligase according to manufacturer’s recommendations. Ligation reactions were purified twice using Agencourt AMPure XP beads at a volume of 1.0 × to DNA solution. Eluted DNA was bisulfite converted using Human Genetic Signatures MethylEasy™ Xceed kit according to the manufacturer’s recommendations. A low cycle PCR (between four to eight cycles) was performed to increase sequencing depth. To estimate the number of cycles needed, PCR reactions were quantified using KAPA Library Quantification Kit using the manufacturer’s recommendations. Completed PCR products were cleaned up using Agencourt AMPure XP beads at a volume of 1.0 × to DNA solution. Libraries were pooled at equimolar ratios and sequenced on the HiSeq 2500 (Illumina) in paired-end (100 bp) read mode with 100 run cycles.

### Identification of differentially methylated regions.

Preliminary quality control was performed using FastQC (available from https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Low quality bases were removed using Trimmomatic^60^. The bisulfite conversion efficiency was calculated by mapping the samples to the lambda phage genome. We set the conversion rate cut-off at 98%, thus samples with a bisulfite conversion rate < 98.0% were not analyzed further. Trimmed reads were aligned to the Amel 4.5 reference genome^61^ using Bismark^62^ with Bowtie 1^63^. Mapped reads were then deduplicated to remove PCR bias. Cytosine report files where then imported into R (version 3.5.3) using functions from bsseq^64,65^. The identification of differentially methylated regions was performed essentially as before^34^. Briefly, only cytosines with an average coverage of ≥ 6 in all samples and ≥ 10% methylation levels in three or more samples were defined as methylated. Percentage measurements derived from ratios of reads containing methylated and unmethylated cytosines in the CpG context where then arcsine transformed. Suggestive CpGs were identified using Student’s t-test. Correction for multiple testing was performed using the qvalue package (available from https://github.com/StoreyLab/qvalue). Regions of individually methylated CpGs were designated by the bumphunter package^66^. The raw *p* values for each methylated CpG in each region were combined using the comb-p software package and corrected for multiple testing^67^.

### Data analyses of survival and consumption assays

Survival data was analyzed, and plots were generated using the statistical software packages survival and survminer in R (version 3.5.3)^68^, available from https://cran.r-project.org/package=survminer^65^. To assess overall effects among multiple treatment groups we used the log-rank test for trends. For pairwise comparison between treatment concentration and respective control we calculated log-rank statistics.

Corrections for multiple testing were done using the False Discovery Rate/Benjamini Hochberg Approach^69^. Consumption data was analyzed using the STATISTICA 13 software package (Statistica, Dell Inc, Tulsa, USA). We used one-way ANOVA analysis to assess overall effects among multiple treatment groups. We used the Fisher LSD as a post-hoc test to determine which concentration(s) differed from the control(s) if any.

### Ethics statement

The work on honey bees described in this study was carried out in 2013 and 2014 when certified training of researchers and an approval from the Norwegian Food Safety Authority was not required to carry out research with honey bees.

## Results and discussion

### Screening of food bioactive compounds reveals effects on survival in honey bees

We selected seven food bioactive compounds for our study that are relevant regarding human exposure through food, dietary supplements, pharmaceuticals and abuse. We first asked if intake of the seven chosen compounds could affect the lifespan of honey bees. A three-step screening approach was applied, were 7 substances, at a range of concentrations, were first screened for effects on longevity. All substances and concentrations were assessed for any deviation in consumption, and only substances that did not affect food consumption were included in further analysis. These substances were then screened by ELISA for global methylation changes. The most promising candidate was selected for WGBS and in-depth analyses of how DNA methylation may be affected by substance exposure. For an overview of the flow of screening methodologies see Fig. 1. Honey bees are short lived and easy to keep in the laboratory. Henceforth, this enabled us to use just under 200 bees per tested compound concentration, a number of individuals that would be out of reach for most labs using rodent model organisms. Kaplan–Meier survival analyses on overall data (Log-rank test for trends) revealed significant treatment effects on survival for isovaleric acid (N_control/0.10 mg/ml/1.0 mg/ml/10.0 mg/ml_ = 795/188/197/182; *p* < 0.005), valproic acid (N_control/0.1 mg/ml/1.0 mg/ml/10.0 mg/ml_ = 795/194/192/193; *p* < 0.005), cyanocobalamin (Vitamer of B12)(N_control/0.02 µg/ml/0.2 µg/ml/2 µg/ml_ = 795/182/185/193; *p* < 0.005) and folic acid (N_control/5 µg/ml/50 µg/ml/500 µg/ml_ = 795/192/193/191; *p* < 0.005), but not for sodium butyrate (N_control/0.01 mg/ml/0.1 mg/ml/1.0 mg/ml_ = 197/191/122/208; *p* > 0.005). Pair-wise log-rank tests against controls with corrections for multiple testing were done to identify survival-effective concentrations for each compound (for an overview of all post-hoc tests see Fig. 2A). We report longer survival for honey bees fed isovaleric acid at concentrations of 0.1 and 1 mg/ml (N_control/0.10 mg/ml/1.0 mg/ml/_ = 795/188/197; p_0.1 mg/ml/1 mg/ml_ < 0.05), however, at 10 mg/ml we found survival to be shorter (N_control/10.0 mg/ml_ = 795/182; p_10 mg/ml_ < 0.05) (Supplemental Figure 1). For valproic acid fed honey bees we observed longer survival for 0.1 mg/ml (N_control/0.1 mg/ml_ = 795/194, *p* < 0.05, Supplemental Figure 2), and found significantly shortened survival for higher concentrations (N_control/1.0 mg/ml/10.0 mg/ml_ = 795/192/193; p_1.0 mg/ml/10.0 mg/ml_ < 0.05). Valproic acid is a potent anticonvulsant drug used in the treatment of multiple neurological and psychological diseases in humans^14^. However, its use often needs to be carefully monitored as numerous side-effects can occur. Our results indicate that high sensitivity for valproic acid is also conserved in honey bees. Cyanocobalamin given at a concentration of 0.2 µg/ml significantly shortened survival (N_control/0.2 µg/ml_ = 795/185, *p* < 0.05, Supplemental figure 3). For folic acid (Vitamin B9) fed honey bees an effect on survival, i.e. shortened survival, was only found for the lowest concentration (5 µg/ml) (N_control/5 µg/ml_ = 202/2192; *p* < 0.05, Supplemental figure 4). Folic acid and cyanocobalamin have received little attention in insects^57^. However, there are indirect evidence that insects can obtain folate from gut bacteria^70^. One may envisage that the gut microbiome might be shifted in a harmful way by exposure to folic acid rich diets, possibly leading to reduced fitness and survival.

**Figure 1:**
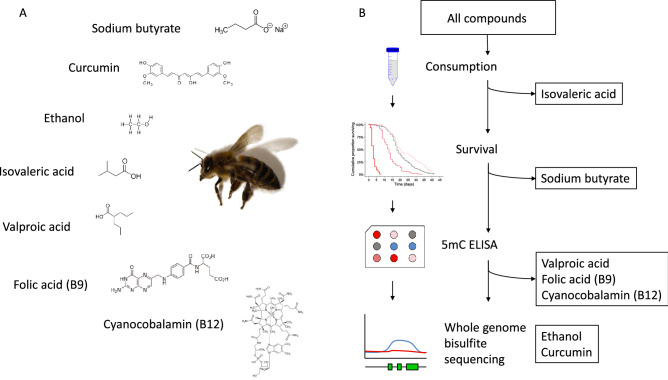
Overview of experimental setup. (**A**) Overview of the 7 initial compounds used. (**B**) Overview of flow of screening methodologies. A three-step screening approach was applied, were the 7 substances, at a range of concentrations, were first screened for effects on longevity. All substances and concentrations were assessed for any deviation in consumption, and only substances that did not affect food consumption were included in further analysis. These substances were then screened by ELISA for global methylation changes. The most promising candidate was selected for WGBS and in-depth analyses of how DNA methylation may be affected by substance exposure.

**Figure 2:**
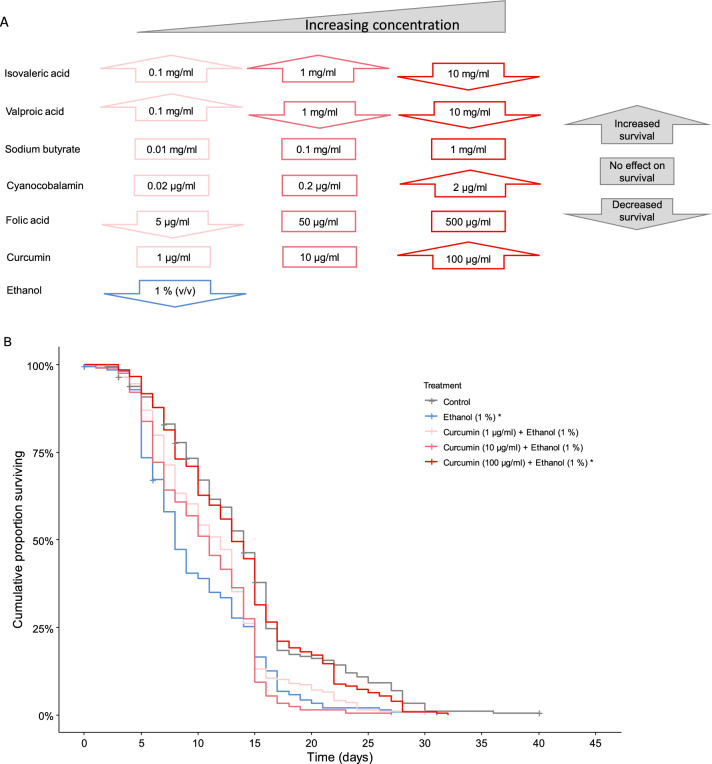
Effects of bioactive food compounds on honey bee survival. (**A**) Overview of all substances studied and the selected concentrations used in the feed. Upward pointing arrow signifies increased life span, rectangular box, no statistical effect on life span, downward pointing arrow signifies shorter life span (*p* < 0.05 Pair-wise Log-Rank test corrected using FDR). (**B**) Kaplan–Meier plot of survival curves of ethanol (1% (v/v)) alone and in combination with curcumin at 1, 10 and 100 µg/ml. Pluss signs indicate censored honey bees. Asterisks in legends indicates significant effects on survival compared to controls.

In accordance with what has previously been reported, we show detrimental effects of ethanol on honey bee survival (N_control/ethanol_ = 198/208; *p* < 0.05, Fig. 2B). Previous work reported a negative effect of ethanol on life span in honey bees for concentrations down to 2.5% (v/v)^40^. Using a longer-lived phenotype than Mustard et al. we observed reduced life span caused by an ethanol concentration as low as 1% (v/v), indicating that low concentration of ethanol is more harmful than previously assumed.

Remarkably though, when honey bees were fed a diet that contained a high concentration of curcumin (100 µg/ml) together with ethanol (1%, v/v), the life span was significantly increased as compared to ethanol intake only (Fig. 2B)(N_ethanol/ethanol & curcumin 100 µg/ml_ = 208/204; *p* < 0.05). In fact, with 100 µg/ml curcumin in the ethanol containing diet, the ethanol associated reduction in life span was largely restored to that observed in the control (Fig. 2B). However, honey bees fed with lower concentrations of curcumin (1 µg and 10 µg/ml) together with ethanol (1% (v/v)) did not show a significant increase in life span (N_ethanol/10 µg/ml/1 µg/ml_ = 208/204/201; *p* > 0.05). This demonstrates the need for a relatively high concentration of curcumin for the favorable effect of restoring lifespan shortening caused by ethanol intake. Curcumin has previously been reported to increase lifespan in a study of infections in honey bees^55^. Taken together with our results, one may speculate that curcumin could possibly act through a common mechanism, for example by increasing stress resilience in honey bees.

In a survival study based on modifications of the feed composition, one need to consider that differences in survival could potentially be affected by food palatability, or other more adverse effects on food intake. To control for this, we monitored food consumption. Significant food consumption differences were only found for isovaleric acid (One-way ANOVA, N_control/10 mg/ml/1.0 mg/ml/0.1 mg/ml_ = 4/4/4/4; F = 29.76; *p* < 0.001). A post-hoc test revealed that bees given the 10 mg/ml and 1 mg/ml diet consumed significantly less food (Fisher-LSD, p_1 mg/ml_ < 0.05, p_10 mg/ml_ < 0.001). Therefore, we cannot rule out that the observed differences in survival for feed containing 10 mg/ml and 1 mg/ml isovaleric acid was due to lower food intake. There was however no effect on food consumption for feed containing 0.1 mg/ml isovaleric acid. We observed no effect on food consumption for any of the other studied food bioactive compounds, and the observed effects on life span can therefore likely be attributed to the intake of the studied compounds. As we had to change the amino acid source during the experiment due to supplier constraints, we also investigated if the source of amino acids had any effect on survival. Differences in survival were indeed observed (Log-rank test, N_Grace’s aa mix/RPMI 1640_ = 198/795, *p* < 0.0001) (Supplemental figure 5). However, we have not made any direct comparisons among compounds that use a different amino acid source for feed stock solutions.

### Assessment of effects of food bioactive compounds on global DNA methylation

Next, we asked if differences in lifespan after treatment with the tested compounds could be linked to changes in global DNA methylation. In order to reduce complexity, only two concentrations from each compound (along with their respective controls) were selected for assessment by ELISA (Supplementary Table 1). Despite the relatively sparse methylated genome of the honey bee, ELISA based methods have successfully been applied to detect changes in global DNA methylation^71^. For our assessed conditions we did not observe any significant effect on the global DNA methylation level among any of the tested compounds (One-tailed Mann–Whitney test; *p* > 0.05). However, we did observe a trend towards hypermethylation when bees were fed ethanol alone. Notably, this trend was reversed in honey bees that had consumed the feed containing both ethanol (1% (v/v)) and the highest curcumin concentration (100 µg/ml) (Supplementary figure S6) (One-tailed Mann–Whitney test; *p* = 0.07446; n_1_ = 4, n_2_ = 4). Locus-specific changes in DNA methylation may still occur although they cannot be identified when analyzing DNA methylation changes on a global level with the ELISA methodology that only has modest sensitivity.

### Exons are enriched for CpG methylation in honey bees

Encouraged by the observed trends in global DNA methylation changes in honey bees fed ethanol alone and co-fed ethanol and the highest curcumin concentration, we sat out to perform whole genome bisulfite sequencing (WGBS) in order to assess region specific DNA methylation changes throughout the honey bee genome. We carried out WGBS on DNA from abdominal extracts, which contain the fat body organ that is in part analogous to mammalian liver and white adipose tissue, thus important in energy metabolism, from a total of 13 honey bees, where five were fed 1% (v/v) ethanol (n_ethanol_ = 5), three with 1% (v/v) ethanol combined with 100 µg/ml curcumin (n_curcumin_ = 3), and five controls (n_control_ = 5). 

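WGBS reads the DNA after bisulfite treatment, which converts unmethylated cytosines only, so that the share of reads still showing a cytosine at a CpG gives the methylation level of that CpG. The libraries came from 5 control bees, 5 bees fed 1% ethanol and 3 bees fed 1% ethanol with 100 µg/ml curcumin, each kept on its diet for 10 days. Each diet was given in 2 cages, and no cage held bees of more than 1 diet. According to the paper's Supplementary table 2, the control libraries held 36183126 to 55640898 reads (median 47768046), the ethanol libraries 23160872 to 110567996 reads (median 52288916) and the curcumin and ethanol libraries 35154376, 43776134 and 89321808 reads. Average coverage of all bases, taken from the same table, was 9.30 ± 1.74 (SD, n = 5) in control bees, 14.2 ± 7.07 (SD, n = 5) in ethanol bees and 12.1 ± 5.84 (SD, n = 3) in curcumin and ethanol bees. The authors trimmed the reads with Trimmomatic, aligned them to Amel 4.5 using Bismark with Bowtie 1 and removed duplicates. They arcsine transformed the methylation levels of the CpGs with an average coverage of at least 6 and at least 10% methylation in 3 or more samples, and tested each CpG between groups. Neighbouring CpGs were joined into regions with bumphunter, and the p values of the CpGs in a region were combined into a region p with comb-p. The values given here start from the authors' tables of the 2 comparisons, which list 8887 regions for ethanol against control and 9689 regions for curcumin and ethanol against ethanol. For each region they give the position, the number of CpGs, the mean and summed difference between the groups and the region p. The table headers do not name the scale of the differences, which is taken from the methods to be the arcsine scale. The mean difference of a region departs from its summed difference divided by the number of CpGs, and is taken here to be smoothed. All of these are values of a comparison as a whole, so that no SD between bees can be given with them and no region was tested anew. Adjusted p values were recomputed with the Benjamini-Hochberg method over every region of a table and equalled the authors' false discovery rate in all 8887 and all 9689 regions, within a relative tolerance of 1e-06. Regions of the 2 tables were matched where they shared at least 1 bp. The correction for multiple testing, the smallest number of CpGs that counts as a region and the overlap that counts as shared could each change the counts, and each was varied.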

Too low bisulfite conversion rates hindered the inclusion of two more of the curcumin and ethanol co-fed individuals for DNA methylation analysis. Assessment of bisulfite conversion rates and additional quality controls were carried out for all samples (Section M&M and Supplementary table 2).

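Conversion of the unmethylated lambda DNA, averaged here from the values per bee of Supplementary table 2, was 99.7% ± 0.0548 (SD, n = 5) in control bees, 99.3% ± 0.709 (SD, n = 5) in ethanol bees and 99.6% ± 0.252 (SD, n = 3) in curcumin and ethanol bees. The wide spread in the ethanol group came from bee B1a, at 98.1% the lowest of the 13 bees and just above the authors' cutoff of 98%. Ethanol bees differed from control bees by -0.4 percentage points, which was within the spread between bees (exact two-sided permutation test over 252 splits, p = 0.317, and 0.317 after Benjamini-Hochberg adjustment over 3 such comparisons). The coverage of the CpGs selected for analysis was 12.7 ± 2.98 (SD, n = 5) in control bees, 20.4 ± 10.1 (SD, n = 5) in ethanol bees and 17.7 ± 8.12 (SD, n = 3) in curcumin and ethanol bees. The difference of 7.68 between ethanol and control bees did not exceed the spread (exact permutation test, p = 0.183, adjusted p = 0.274). It rested on which bees were counted, since without bee B1a, whose coverage was 7.08, it rose to 11.0 (exact permutation test, p = 0.0159). Mapping efficiency was 49.6% ± 4.31 (SD, n = 5) in control bees, 56.2% ± 3.30 (SD, n = 5) in ethanol bees and 55.6% ± 1.85 (SD, n = 3) in curcumin and ethanol bees. Ethanol bees mapped 6.64 percentage points better than control bees (exact permutation test, p = 0.0397, adjusted p = 0.119). The control bees differed by cage, as the 3 of cage BG mapped at 45.4 to 47.3% and the 2 of cage AG at 53.6 and 54.8%. Against the 2 bees of cage AG alone the difference was 2.0 percentage points (exact permutation test over 21 splits, p = 0.524). It depended on ethanol bee B3 (50.4%), and without this bee, a setting chosen after seeing the data, it was 3.45 percentage points (exact permutation test, p = 0.0667, the smallest that the 15 splits allow). In 11 of the 13 bees the average coverage per CpG was 0.863 to 1.32 times the coverage of all bases. For the curcumin and ethanol bees D9 and D10 the table gives values that make this ratio 2.30 and 0.368.

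**Figure D1:**
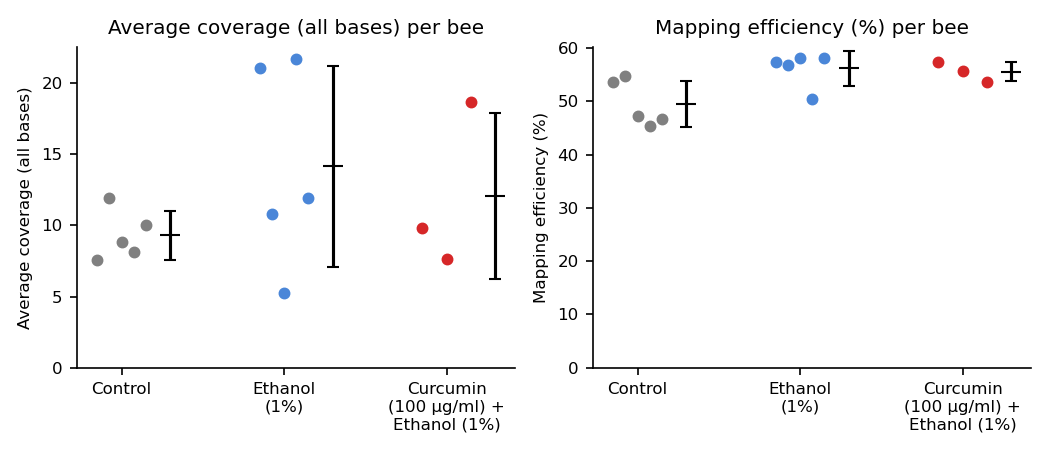
Average coverage of all bases (left) and mapping efficiency in percent (right) for each bee of the control, ethanol, and curcumin and ethanol groups, from Supplementary table 2. Each point is 1 bee, and the bar beside the points gives the mean and SD of the group. Coverage runs from 5.26 to 21.7, and the 3 control bees with the lowest mapping efficiency, 45.4 to 47.3%, all came from cage BG.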

As an added quality measure, we investigated if exons would be enriched for methylated CpGs, as methylated CpGs have been reported to be confined to exons in most insect species (For review see^32^). A CpG dinucleotide was included for analysis if the average coverage was six times or more, and that at least three samples showed a methylation level of 10% or higher for this CpG. As expected, exons were enriched for methylated CpGs compared to whole mRNA sequence bins (Supplemental Figure 7). We then asked if any DNA methylation differences between treatments could be observed on a global scale using nucleotide resolution data. However, and as observed with the ELISA based method, no statistically significant differences could be found on the global level (One-tailed Mann–Whitney tests, n_control/ethanol/curcumin_ = 5/5/3, *p* > 0.05, Supplemental figure 8).

### Curcumin blocks alcohol associated DNA methylation changes

Using a previously established pipeline for honey bee methylomics^34^, we identified seven hits for genomic regions that were significantly differentially methylated (Fig. 3, Supplemental figures 9–11 and Supplemental table 2). 

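After Benjamini-Hochberg adjustment over the 8887 regions listed for ethanol against control, 4 regions had an adjusted p under 0.05. The lowest adjusted p, 3.57e-12, belonged to a region of 35 CpGs and 2754 bp on linkage group 11 of Amel 4.5, which the authors' deposited table places from 8574209 to 8576963. On linkage group 7, a region of 29 CpGs and 2799 bp, listed from 4379616 to 4382415 in the authors' deposited table, had an adjusted p of 0.000784. Linkage group 8 held the other two, of which the region of 17 CpGs and 2063 bp from 6515698 to 6517761 had an adjusted p of 0.00240 and the region of 15 CpGs and 2923 bp from 9094851 to 9097774 an adjusted p of 0.00457. Positions are as the authors list them, and whether they count from 0 or from 1 is not stated in the paper's text. The regions next in order of region p, with 4 CpGs on linkage group 1 (12385795 to 12386839) and 7 CpGs on linkage group 7 (3704268 to 3705547), both had an adjusted p of 0.125. Thresholds of 0.01 and 0.10, the Bonferroni correction and an adjustment over regions of at least 3 CpGs each gave 4 regions as well. The authors' Sidak-corrected region p moved the count most, with 8 regions under 0.05. Most listed regions were short, with a median of 2 CpGs, and 3183 of them consisted of 1 CpG.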

Four regions were differentially methylated in ethanol exposed honey bees as compared to controls. Of these, three regions were hypermethylated and one hypomethylated. 

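In Fig. 3 a positive mean difference corresponds to a higher level in ethanol fed bees. The authors' deposited table gives a mean difference of 0.690 for the region on linkage group 11, 0.387 for that on linkage group 7, 0.402 for the linkage group 8 region starting at 6515698 and -0.602 for the linkage group 8 region starting at 9094851. Dividing the summed differences, whose sign was turned because it opposed that of the mean difference in 95.4% of the regions, by the number of CpGs gave 0.715, 0.394, 0.402 and -0.490 per CpG in the same order. Of the 8 regions under the Sidak-corrected region p, 5 were higher and 3 lower. CpGs that passed the authors' test individually carried 82.3% of the summed absolute difference on linkage group 11, 67.7% and 67.5% in the linkage group 8 regions, and 15.4% on linkage group 7, against a median of 11.5% over the 329 listed regions of at least 10 CpGs. Such CpGs went with an unadjusted p under 0.05. In ethanol regions of 1 CpG, the region p was at most 0.0499 where the CpG passed and at least 0.0506 elsewhere. Passing individually is therefore no sign of passing a correction for multiple testing. Hypermethylation was not the rule over the whole table, where 4490 of the 8887 regions (50.5%) were higher and 4397 were lower in ethanol bees.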

Three regions were differentially methylated (all hypomethylated) in curcumin and ethanol fed honey bees as compared to ethanol-only. 

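Of the 9689 regions listed for curcumin and ethanol against ethanol, 3 had a recomputed adjusted p under 0.05. The region on linkage group 11 from 8574209 to 8575551, with 30 CpGs, had an adjusted p of 8.69e-13. On linkage group 8 the region from 6515698 to 6516795, with 11 CpGs, had an adjusted p of 0.000104, and on linkage group 7 the region of 29 CpGs from 4379616 to 4382415 had an adjusted p of 0.000570. Their mean differences in the authors' deposited table were -0.244, -0.432 and -0.393, all lower with curcumin. CpGs that passed the authors' test individually carried 17.7%, 27.9% and 22.8% of these differences. The regions next in order lie on linkage group 6 from 12889152 to 12889237, with 3 CpGs, and on linkage group 8 from 9094851 to 9095993, with 6 CpGs. Their adjusted p values were 0.0922 and 0.0952, and none of their CpGs passed the authors' test individually. A threshold of 0.10 therefore gave 5 regions, 4 of them lower with curcumin. An adjustment over regions of at least 3 CpGs gave 6, with 5 lower, and the Sidak-corrected region p gave 8, with 5 lower.
The region p of the 2 comparisons were set side by side in the 1829 regions that start and end at the same positions in both tables. All 1829 held the same region p in both, whereas 43 had mean differences within 1% of each other in size. The lowest of these shared values in the authors' deposited table were 1.77e-07 for the linkage group 7 region, 0.000120 for 2 CpGs on linkage group 6 (12440586 to 12440610) and 0.000186 for 1 CpG on linkage group 8 (4035079 to 4035080). In the ethanol and control table, all 152 of the 152 regions of 1 CpG whose CpG the authors count as individually significant had a region p under 0.05. In the curcumin and ethanol table this held for 16 of 189 (8.47%).

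**Figure D2:**
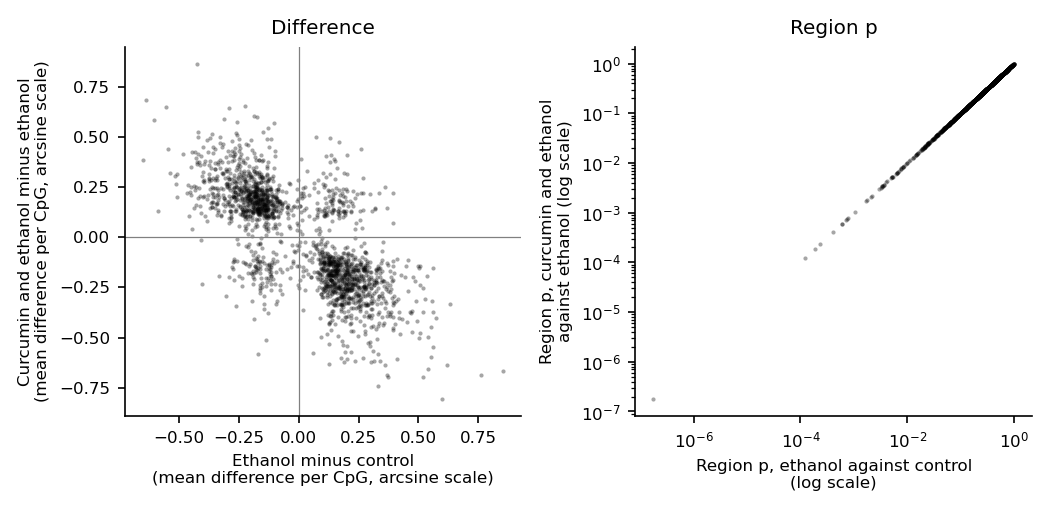
The 1829 regions with the same boundaries in both comparisons. The left plot sets the mean difference per CpG (arcsine scale) of curcumin and ethanol minus ethanol against that of ethanol minus control, and the right plot sets the region p of the 2 comparisons against each other on log scales. Each point is 1 region. The differences are negatively related, with scatter (Spearman's rho across regions -0.719). The ethanol bees shared by both comparisons can give a negative rho on their own, and no rho was computed for unchanged groups. All 1829 region p lie on the diagonal.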

(Supplementary Table 2). Upon further investigation, it became clear that three of the differentially methylated regions in curcumin and ethanol co-fed honey bees versus ethanol-only, overlapped with three of the differentially methylated regions observed in bees fed ethanol only. Ethanol induced hypermethylation in these three regions (Fig. 3A–C), whereas curcumin remarkably protected against ethanol-induced hypermethylation in all of these regions.

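Each of the 3 regions began at the same position as its counterpart in the ethanol and control comparison. On linkage group 7 the boundaries were identical over 2799 bp. The shared stretch on linkage group 11 was 1342 bp, which is the whole curcumin region and 48.7% of the ethanol region, and on linkage group 8 it was 1097 bp, again the whole curcumin region and 53.2% of the ethanol region. When an overlap of at least 50% of both regions was required, 2 regions remained shared, and when identical boundaries were required, 1 did. With the Sidak-corrected region p under 0.05 in both tables, 7 regions were shared. Identically bounded regions held the same region p in both comparisons, so that shared calls are no independent test of a reversal by curcumin. Over the full tables, 5701 of the ethanol regions and 5705 of the curcumin regions overlapped a region of the other comparison, in 5997 pairs.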

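The authors' deposited table sums the difference over the CpGs of a region, and with the sign turned to follow the mean difference this sum was 11.4 on linkage group 7 (GB49219), 25.0 on linkage group 11 (GB47217) and 6.84 on linkage group 8 (GB43904) for ethanol minus control. For curcumin and ethanol minus ethanol, the overlapping regions of the authors' deposited table summed to -11.5, -7.42 and -4.57. Both comparisons share the 5 ethanol bees, so that a chance deviation of these bees alone gives differences of opposite sign. Opposite signs were found in 81.0% of all overlapping region pairs (95% Wilson interval 79.9 to 81.9%), and in 86.4% of the pairs with an overlap of at least 50% of both regions. Simulated groups of 5, 5 and 3 unchanged bees that share the ethanol group gave 84.6%, with a spread between bees set so that the median absolute difference of the listed ethanol regions (0.158) was met. With a spread that varied between regions, chosen after seeing the data, the simulated share was 82.1%.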

**Figure 3:**
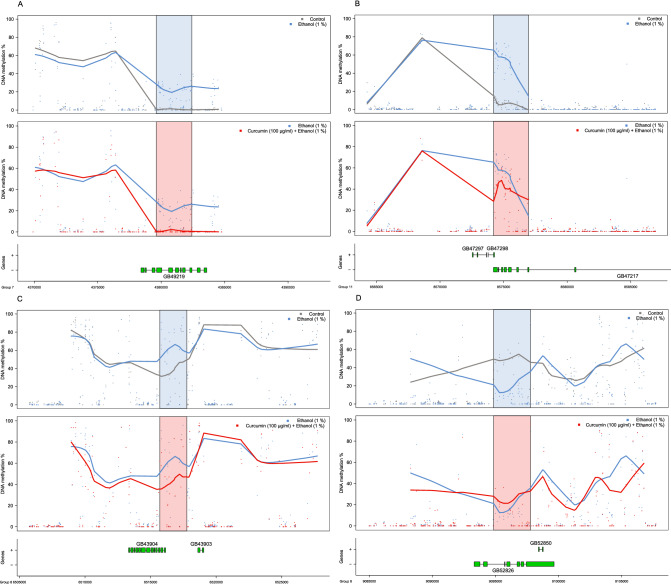
(**A**–**D**) Differentially methylated regions where the top panel depicts the situation in control (grey) versus ethanol (blue) fed honey bees, and the blue shaded area indicates the significant DMR. 10 kbp upstream and downstream (if no gaps exist in the Amel 4.5 genome build) are plotted for reference (white background). The middle panel depicts the comparison between ethanol-only (blue) and the honey bee group fed ethanol and curcumin (red). The lower panels depict the gene structure by exons (boxes) and introns (lines) by strand according to linkage groups.

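Where the same CpGs entered both comparisons, the sum of the 2 differences estimates curcumin and ethanol minus control. The mean differences summed first are taken to be smoothed values, and the summed difference per CpG is given after them. In GB49219 the same 29 CpGs entered, and the sum was -0.00563, so that 101% of the ethanol difference was taken back. In GB43904 the sum was -0.0297 between the 17 CpGs of the ethanol region and the 11 CpGs of the longest overlapping curcumin region. Another 5 of the 17 CpGs lay in a curcumin region from 6517198 to 6517937 with a smaller mean difference of -0.144 in the authors' deposited table and an adjusted p of 0.804, and 1 lay in no listed region. The 11 CpGs alone took back 66.8% of the summed difference of the 17, and 96.3% was taken back if the whole sum of the other region is counted, of whose 10 CpGs 5 lie inside. In GB47217 the sum was 0.446, between 35 and 30 CpGs, and 35.3% of the ethanol difference was taken back. In the hypomethylated region of GB52826 the sum was -0.398, between 15 and 6 CpGs, and 33.8% was taken back. Of these 15 CpGs, 8 lay in no listed curcumin region. By the summed difference, as given for GB43904, the longest curcumin region took back 29.7% in GB47217 and 13.0% in GB52826. With the whole sums of both overlapping regions counted, it was 27.9% in GB47217 and 18.1% in GB52826. With the summed difference per CpG in place of the mean difference, the sums were -0.00435 in GB49219, -0.0131 in GB43904, 0.468 in GB47217 and -0.330 in GB52826. No spread between bees can be attached to these sums. The 5 ethanol bees enter both differences, so that a chance deviation of these bees alone also takes back part of the ethanol difference. How large that part is was not simulated, and the shares taken back are not credited to curcumin. Citing Fig. 3A–C, the paper states that curcumin given together with ethanol kept the methylation of GB49219, GB47217 and GB43904 at levels similar to those of control bees.

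**Figure D3:**
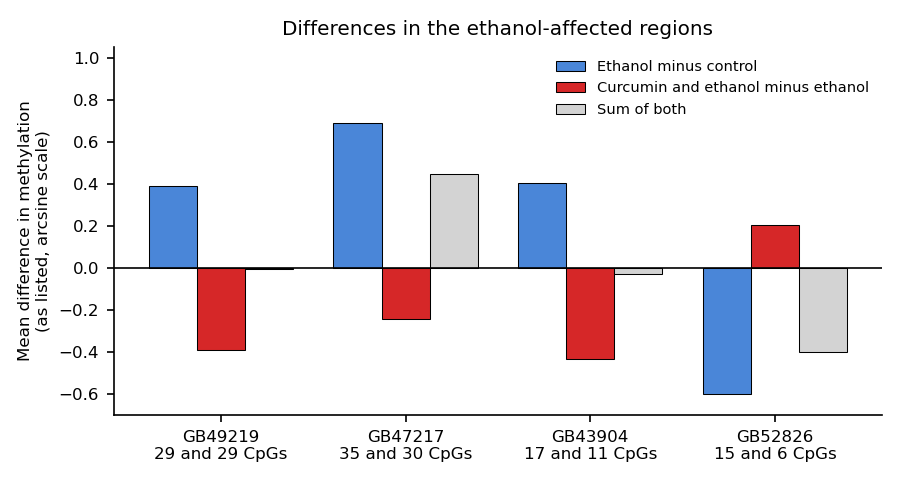
Mean difference in methylation as the authors list it (taken to be smoothed, arcsine scale) of the 4 ethanol-affected regions for ethanol minus control (blue), curcumin and ethanol minus ethanol in the longest overlapping region (red), and the sum of both (grey). The numbers under each locus are the CpGs of the ethanol and of the curcumin region, and the bars have no error because the values are those of a comparison as a whole. The sum is -0.00563 in GB49219 and -0.0297 in GB43904, and it is 0.446 in GB47217 and -0.398 in GB52826.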

Curcumin administered together with ethanol resulted in DNA methylation levels similar to the levels observed in the control honey bees for three out of four ethanol affected regions (Fig. 3A–C and supplemental figures 9–11). These three ethanol-affected and curcumin-blocked differentially methylated regions are located in the gene bodies of the loci GB49219, GB47217 and GB43904, within linkage groups 7, 11 and 8, respectively. 

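The gene models of Amel 4.5 were not used here, so that the loci are those the paper draws in Fig. 3, and exons and introns under single CpGs were not assigned. The ethanol region of GB49219 spans the whole of its CpG cluster, with 29 of 29 CpGs and 10.4 CpGs per kb. Another region at higher positions on the same linkage group, with 9 CpGs from 4383930 to 4384515, was singled out after its values were seen. It also changed in opposite directions, with mean differences of 0.367 and -0.380 in the authors' deposited table, at adjusted p values of 0.259 and 0.238, and none of its CpGs passed the authors' test individually. In GB47217, which Fig. 3B draws beside GB47297 and GB47298, the ethanol region also takes in its whole cluster of 35 CpGs, at 12.7 per kb. In GB43904, which Fig. 3C draws beside GB43903, it takes in 17 of the 35 CpGs of a cluster, at 8.24 per kb.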

The Drosophila homologue of GB49219 is known as Gudu, which is necessary for male fertility^72^. Based on this it would be interesting to investigate if male bees (drones) would experience transiently reduced sperm quality after excessive alcohol consumption, like human males do^73,74^. GB47217 is a calcitonin receptor and is involved in temperature preference rhythm regulation and body temperature preference rhythms during active phases in Drosophila melanogaster and mice respectively^75^. Hypomethylation of the calcitonin receptor is involved in aggression behavior in honey bees^34^. Our results show that ethanol induces hypermethylation of the calcitonin receptor, thus it is unlikely that ethanol would invoke a state of aggression in honey bees, speculatively rather resulting in more sedate behavior that could possibly have a negative effect on life span. 

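The region in the calcitonin receptor gene (GB47217) ranked 1 of 8887 both by region p and by the size of the summed difference between ethanol and control bees. The share of its difference carried by individually significant CpGs exceeded that of 99.7% of the regions with at least 10 CpGs. In the comparison of curcumin and ethanol with ethanol, its region ranked 1 by region p, but 11 by summed difference. The region p there may stem from ethanol against control, as identically bounded regions held the same values, so that this rank is no independent evidence. The curcumin region covered the first 30 of the 35 CpGs. Of the remaining 5, 3 lay in no listed region and 2 lay in a region from 8576898 to 8576963, where the authors' deposited table gives a further increase of 0.227 with curcumin (adjusted p = 0.998). Over both regions 27.9% of the summed ethanol difference was taken back, which left a sum of 18.0.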

GB43904 is part of the IFT-B complex that binds to tubulin and mediates tubulin transport within the cilium^76,77^.

In the one region that ethanol induced hypomethylation, curcumin co-consumption failed to fully protect against this hypomethylation, however we observed a trend of partial protection (Fig. 3D). This region is spanning part of the gene body of locus GB52826, a transmembrane protein that seems to be ubiquitously expressed in human tissues and associated with thyroid cancers^78,79^.

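The hypomethylated region, in GB52826, ranked 4 of 8887 by region p and 7 by the size of the summed difference between ethanol and control bees. The curcumin and ethanol comparison lists 2 regions that overlap it. The longer one, with 6 CpGs over 1142 bp, ranked 5 by region p but 1896 by summed difference, and its mean difference was 0.204 in the authors' deposited table, towards the control level. Its adjusted p of 0.0952 did not pass 0.05, and 0% of its difference was carried by individually significant CpGs. The other region, with 2 CpGs from 9097773 to 9098742 of which 1 lies inside the ethanol region, had a mean difference of 0.155 in the authors' deposited table (adjusted p = 0.998). The 8 CpGs between them lay in no listed region, where the smallest listed mean difference is 0.1. The longer region took back 13.0% of the summed difference of the 15 CpGs of the ethanol region, and 18.1% was taken back with the whole sum of the other region counted. The longer region passed under an adjusted p of 0.10, under the adjustment over regions of at least 3 CpGs and under the Sidak-corrected region p. These settings rest on a region p that may stem from ethanol against control, and so do not show a change with curcumin.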

In summary, all the loci that were affected by DNA hypermethylation as a result of ethanol consumption showed full or partial protection when curcumin was consumed together with ethanol. Ethanol-affected and curcumin-blocked differentially methylated regions covered genes involved in fertility, temperature regulation and tubulin transport. Interestingly, none of these genes have previously been reported to play a role in the effect of curcumin in mammals^80^. 

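Of all listed regions, 685 of the ethanol and control comparison (7.71%) and 454 of the curcumin and ethanol comparison (4.69%) had a region p under 0.05 before adjustment. The median region p was 0.322 and 0.507, respectively. At least 1 individually significant CpG was found in 1433 regions of the ethanol and control comparison, of which 530 (37.0%) had a region p under 0.05. In the curcumin and ethanol comparison there were 1727 such regions, of which 153 (8.86%) had a region p under 0.05. Across regions, region p fell with the size of the difference per CpG in the ethanol and control table (Spearman's rho -0.590) and hardly in the curcumin and ethanol table (rho -0.113); regions are not independent replicates. The curcumin region with the largest summed difference, named here after its values were seen, lies on linkage group 6 from 7461551 to 7464101. Its 41 CpGs were higher with curcumin by a mean difference of 0.348, with a region p of 0.9996 in the authors' deposited table and 21.7% of the difference in individually significant CpGs.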

Our results indicate few curcumin-ethanol interactions on the level of methylation changes, suggesting that the main mode of lifespan alterations from these compounds happen trough other mechanisms than DNA methylation. However, further studies are needed to investigate the significance of these changes. The function of gene body methylation in insects is still a controversial topic^33,81^.

Intergenic DNA methylation seems to be involved in the generation of alternative splice isoforms^82,83^. Our data fits in with that notion, as all genes underlying the DMRs have predicted splice isoforms.

However, the significance of previously reported DMRs have come into question as sequence polymorphism and epialleles seems to play a bigger role than previously anticipated in social insects^84–86^. Our results demonstrate fundamental negative effects of low dose ethanol consumption on lifespan and associated DNA methylation changes, and present a proof-of-principle on how longevity and DNA methylation changes can be restored by the bioactive food component curcumin.

## Conclusions

In summary, our results show that bioactive food components can modulate lifespan in the honey bee. Our data opens for the possibility that negative effects of ethanol on lifespan might be facilitated trough changes in DNA methylation, and that these changes are prevented when curcumin is consumed together with ethanol. We present a proof-of-principle on how longevity and DNA methylation changes can be restored by the bioactive food component curcumin. Furthermore, we extend the honey bee as model system for the study of DNA methylation changes in relation to ethanol consumption by introducing an intervention with curcumin. Our findings provide a fundament for further studies of curcumin in invertebrates.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The whole genome bisulfite sequencing data have been deposited into the NCBI Gene Expression Omnibus (GEO) database with accession number GSE169362.

# Supplementary material for: Screening bioactive food compounds in honey bees suggests curcumin blocks alcohol-induced damage to longevity and DNA methylation
**Source:** Sci Rep. 2021 Sep 27;11:19156. doi: 10.1038/s41598-021-98614-4
**Supplement:** Supplementary file 2 — Supplementary Information 2.

| **Amino acid source** | **Compounds** | **Substance solvent** |
| --- | --- | --- |
| Grace’s amino acid mix | Sodium butyrate 0.01 mg/ml | dH2O |
| **Grace’s amino acid mix** | **Sodium butyrate 0.1 mg/ml** | **dH2O** |
| **Grace’s amino acid mix** | **Sodium butyrate 1 mg/ml** | **dH2O** |
| Grace’s amino acid mix | None | dH2O |
| **Grace’s amino acid mix** | **Ethanol 1 % (v/v)** | **dH2O** |
| Grace’s amino acid mix | Curcumin 1 µg/ml | Ethanol 1 % (v/v) |
| **Grace’s amino acid mix** | **Curcumin 10 µg/ml** | **Ethanol 1 % (v/v)** |
| **Grace’s amino acid mix** | **Curcumin 100 µg/ml** | **Ethanol 1 % (v/v)** |
| **RPMI 1640** | **Cyanocobalamin 0.02 µg/ml** | **dH2O** |
| **RPMI 1640** | **Cyanocobalamin 0.2 µg/ml** | **dH2O** |
| RPMI 1640 | Cyanocobalamin 2 µg/ml | dH2O |
| **RPMI 1640** | **Folic acid 5 µg/ml** | **dH2O** |
| RPMI 1640 | Folic acid 50 µg/ml | dH2O |
| **RPMI 1640** | **Folic acid 500 µg/ml** | **dH2O** |
| **RPMI 1640** | **Valproic acid 0.1 mg/ml** | **dH2O** |
| **RPMI 1640** | **Valproic acid 1 mg/ml** | **dH2O** |
| RPMI 1640 | Valproic acid 10 mg/ml | dH2O |
| RPMI 1640 | Isovaleric acid 0.1 mg/ml | dH2O |
| **RPMI 1640** | **Isovaleric acid 1 mg/ml** | **dH2O** |
| **RPMI 1640** | **Isovaleric acid 10 mg/ml** | **dH2O** |
| **RPMI 1640** | **None** | **dH2O** |

Supplementary table 1: Detailed makeup of honey bee diets. Compound concentrations in bold were used for ELISA experiments.

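The table gives for each diet the amino acid source of the stock feed, the compound with its concentration and the solvent. It lists 1% (v/v) ethanol as the solvent of curcumin, so that every curcumin diet also contained ethanol. The ethanol diet without curcumin has the same amino acid source as the curcumin diets. Diets with no compound, in water, are listed with either amino acid source. The bees used for WGBS came from a control diet, the 1% ethanol diet and the diet with 100 µg/ml curcumin in 1% ethanol. Which amino acid source the control bees used for WGBS received is not given there. If it differed from that of the ethanol diet, ethanol against control would also compare the sources.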

How the deposited data were processed for this re-analysis (not part of the article)

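WGBS was carried out by the authors on abdominal DNA of 13 honey bees, of which 5 were controls, 5 were fed 1% ethanol and 3 were fed 1% ethanol with 100 µg/ml curcumin. Bees were assigned to these groups from the sample labels, which also name the cage, and the paper's Supplementary table 2 gave the number of reads, mapping efficiency, conversion rate and coverage of each bee. The bees of that table were matched to the labels by diet and cage, and not 1 to 1.

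The authors trimmed the reads with Trimmomatic, aligned them to Amel 4.5 using Bismark with Bowtie 1, removed duplicates and read the cytosine reports into R (version 3.5.3) with bsseq. They kept CpGs with an average coverage of at least 6 and at least 10% methylation in 3 or more samples, arcsine transformed the methylation levels and tested each CpG between groups. A library entered the analysis with a conversion rate of at least 98%. The difference scores of a region (its mean difference, the area under it, and the differences summed over all its CpGs or over its individually significant CpGs) were made by the authors with bumphunter and sums over CpGs, and are taken from the methods to be on the arcsine scale. The region p values were made by the authors with comb-p, which combines the p values of neighbouring CpGs, and were deposited with a Sidak correction and a false discovery rate. The mean difference departs from the summed difference per CpG and is taken to be smoothed. The columns of summed differences are not described in the paper's text. Their sign was opposite to that of the mean difference in 95.4% of the regions for ethanol against control and in 97.4% for curcumin and ethanol against ethanol, so that it was turned before use. The authors' deposited tables list 8887 and 9689 regions and hold 0 columns of single samples.

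From these tables, adjusted p values were recomputed with the Benjamini-Hochberg method over all regions of a table, and regions with an adjusted p under 0.05 were counted. Regions of the 2 tables were paired where they shared at least 1 bp. The difference left after curcumin was computed as the sum of both mean differences, using the curcumin region with the longest overlap. The share of a difference carried by individually significant CpGs is the absolute sum over such CpGs divided by the absolute sum over all CpGs. Individual significance is the authors' mark, and in ethanol regions of 1 CpG it went with an unadjusted p under 0.05. Shares of regions are given with Wilson 95% intervals where an interval is stated, and neighbouring regions are not independent. Comparisons of sequencing statistics between 5 ethanol and 5 control bees used exact two-sided permutation tests over all 252 splits, with Benjamini-Hochberg adjustment over 3 measures. Opposite signs in the 2 comparisons were set beside 200000 simulated regions of unchanged groups with a listing cutoff of 0.1. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

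The procedures were tested on simulated data. Of 9000 simulated CpGs, 200 were given a difference between ethanol and control far above the spread between bees, and 99.5% of these were recovered. Recovery of weaker changes was not tested. No test per CpG was run here on the authors' data. In 2 simulated tables that both carried the ethanol p, all 2303 shared regions held the same p. Of their regions flagged as individually significant, 42.5% had a p under 0.05. With each table holding the p of its own comparison, 0 of the 2303 shared regions held the same p. In that case 100% of the flagged regions were under 0.05, which is fixed because the flag was set from that p.

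The regions named in the text were fixed by rule: every region with an adjusted p under 0.05 in either table with the regions of the other table overlapping it, the 2 regions next in order of region p in each table, and the 3 regions of identical boundaries with the lowest region p. The genes are the 4 loci named by the paper and those that Fig. 3 draws beside them. A region named outside this rule is said to have been chosen after its values were seen. Alternatives covered the correction for multiple testing, the threshold, the smallest number of CpGs in a region, the overlap, the measure of the difference, and leaving out each bee.

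The depth behind a single region is not known from these tables; per bee, the coverage of the selected CpGs ran from 7.08 to 30.9. Methylation levels per bee and per CpG, the global levels, the enrichment in exons and the genome sequence of Amel 4.5 were not analysed here.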

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

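The test of conversion in bee B1a against the size of the listed differences was chosen after the result was seen. Of 12 groups of values tested (6 sequencing measures in ethanol and in control bees), 2 held a bee far from the others of its group, and chance gives about 1 in 20.

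Bee B1a, fed ethanol, had a bisulfite conversion rate of 98.1%, where the other ethanol bees lay between 99.4 and 99.8% (gap over range 0.765, critical value 0.71). It was also the ethanol bee with the fewest reads, 23160872. Unconverted cytosines are read as methylated, so that incomplete conversion in this bee would raise the level of ethanol bees. With 1.9% of the cytosines unconverted, the rate measured on lambda DNA, this bee would raise the mean of the 5 ethanol bees by at most 0.0277 on the arcsine square root scale (0.0553 on an arcsine scale with double its range), at a site with no methylation. The listed differences are 0.1 or larger in size, and those of the 3 significant hypermethylated regions 0.387 or larger. This argues against incomplete conversion at that rate as the source of the higher methylation in the listed regions; a lower conversion at single sites stays open. What its low coverage of 7.08 at the selected CpGs did to single regions stays open, since values per bee were not analysed here. No biological explanation was tested.

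Bee B3, fed ethanol, had a mapping efficiency of 50.4%, where the other ethanol bees lay between 56.8 and 58.2% (gap over range 0.821, critical value 0.71). It had the most reads of all bees, 110567996, and its conversion rate of 99.8% was as high as that of any bee. Without it, the difference in mapping efficiency between ethanol and control bees was 8.09 percentage points (exact permutation test, p = 0.0238) in place of 6.64. No cause of the low mapping was tested, and no biological explanation was tested.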

How the results depend on the processing

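The alternatives were set before the data were examined, except the spread that varies between regions in the simulated groups and the comparison with cage AG without bee B3, which were chosen after seeing the data.

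The count of 4 regions for ethanol against control was also 4 under the Bonferroni correction, thresholds of 0.01 and 0.10, and the adjustment over regions of at least 3 CpGs, and it was 8 with the Sidak-corrected region p. The count of 3 for curcumin and ethanol against ethanol was also 3 under the Bonferroni correction and the threshold of 0.01. It was 5 at an adjusted p under 0.10, 6 over regions of at least 3 CpGs, which leaves fewer regions to adjust over, and 8 with the Sidak-corrected region p. The region of GB52826 was among the added regions under all 3 of these settings. They rest on a region p that may stem from ethanol against control, and so do not show a change with curcumin. The Sidak correction adjusts each region for its own size rather than over the listed regions. Under the Sidak correction 5 of 8 regions were higher in ethanol bees and 5 of 8 lower with curcumin, and 4 of the 5 and 5 of the 6 were lower with curcumin under the other settings. The sign of the summed differences was turned to follow the mean difference, so that the directions read from them are no independent test.

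The 3 shared regions became 2 with an overlap of at least 50% of both regions, 1 with identical boundaries and 7 with the Sidak-corrected region p in both tables, where more regions enter. As identically bounded regions held the same region p in both comparisons, none of these counts is an independent test of a reversal by curcumin. Under the summed difference per CpG, the difference left after curcumin moved by less than 10% of the ethanol difference in GB49219, GB47217 and GB43904, and moved from -0.398 to -0.330 in GB52826; the cause was not tested. Opposite signs in the 2 comparisons rose from 81.0% to 86.4% with an overlap of at least 50% of both regions, 84.1% with identical boundaries and 85.9% with at least 3 CpGs in both, and were 81.1% by the summed differences; the cause was not tested. The simulated share fell from 84.6% to 82.1% with a spread that varies between regions.

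The number of identically bounded regions with the same region p fell from 1829 to 421 over regions of at least 3 CpGs, because only 421 regions have that size, and stayed at 1829 within a tolerance of 1%. The share of regions of 1 CpG in which individual significance went with the region p was 100% for ethanol against control and became 95.9% and 93.4% at a region p under 0.01 and 0.10. For curcumin and ethanol it was 92.4% and became 94.2% and 88.3%; most regions are neither significant nor low in region p, so that this share is high even where the significant ones do not match. The moved threshold itself accounts for the change in the ethanol table, where all 152 individually significant CpGs lie under 0.05.

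Leaving out each of the 10 bees in turn, the difference in coverage of the selected CpGs ran from 5.04 (without bee B3) to 11.0 (without bee B1a). Without bee B1a it passed the threshold (exact permutation test, p = 0.0159), and without any other bee it did not. Total reads and the coverage per CpG gave exact permutation p values of 0.349 and 0.341. The difference in conversion ran from -0.515 to -0.09 percentage points, with an exact p of 0.0794 or more. The difference in mapping efficiency ran from 5.6 (without bee BG-9) to 8.09 percentage points (without bee B3), with exact p values from 0.0238 to 0.0714. It no longer passed 0.05 without A6, A7, B1a, B15, BG-7, BG-9 or BG-10, 7 of the 10 bees; the cause was not tested. Against the control bees of cage AG only it was 2.0 percentage points (exact p = 0.524), and 3.45 without bee B3 (exact p = 0.0667, the smallest that 4 against 2 bees allow).

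No paired analysis was possible because the tables give each comparison as a whole, with no column for a single bee, and the replicate numbers mark no shared animal or cage. For the same reason the regions were not recomputed without single bees or under other splits of the bees. Coverage limits the precision of each methylation level, and with 7.08 at the selected CpGs it was lowest in bee B1a.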

Differences from the paper's values

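The counts of significant regions, their directions and the number of shared regions recomputed here match those the paper states, and the recomputed false discovery rates of the 7 significant regions match those in the paper's Supplementary table 2, of which the copies used here hold the first 1998 rows for ethanol and 218 rows for curcumin.

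The paper states that curcumin with ethanol brought methylation to levels similar to those of controls in GB49219, GB47217 and GB43904. The sum of both mean differences was -0.00563 in GB49219, over the same 29 CpGs. In GB43904 it was -0.0297, but between 17 and 11 CpGs, and the 11 CpGs took back 66.8% of the summed difference of the 17. Another 5 of the 17 lie in a second region of 10 CpGs, lower with curcumin at -0.201 per CpG, and with its whole sum counted, 5 CpGs outside the ethanol region included, 96.3% was taken back. In GB47217 it was 0.446, between 35 and 30 CpGs, where 35.3% of the ethanol difference was taken back, and 0.468 with the summed difference per CpG. If the 5 CpGs of the ethanol region outside the curcumin region each held 1.57, the largest difference that the arcsine of a square root allows, 43.2% of the ethanol difference at the other CpGs would have been taken back. On an arcsine scale with a limit of 3.14, this upper bound is 79.7%. A chance deviation of the ethanol bees, which enter both differences, also takes back part of the ethanol difference. How large that part is was not simulated, so that none of these shares is credited to curcumin.

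The table of mean differences holds values that a difference of arcsine transformed levels cannot take. In 40 regions of the ethanol table and 7 of the curcumin table the mean difference exceeds 1.57 in size, and in 18 and 3 it exceeds 3.14, with extremes of 16.3 and -31.0 in the ethanol table. These regions hold at most 6 CpGs, and none is among the 7 significant regions. The summed differences per CpG stay within 0.853 and 0.865. The columns that the tables name hyper and hypo carry the sign opposite to the paper's use of hypermethylated and hypomethylated.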

Other observations

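Chosen after the results were seen were the tests of whether the region p of both tables come from one and the same comparison, whether they follow the curcumin differences, whether coverage entries were exchanged, and what underlies the difference at GB49219. The other tests below were set before their results were seen.

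The region p of the curcumin and ethanol table may not belong to that comparison. All 1829 regions with identical boundaries held the same region p in both tables, although the curcumin comparison sets other bees against the ethanol bees and the mean differences were within 1% of each other in size in 43 of them. Had the region p of the curcumin table followed its own differences, its CpGs counted as individually significant should have low region p. Of the 189 such regions of 1 CpG, only 8.47% had a region p under 0.05, against 100% of 152 in the ethanol table, and across regions the region p was almost unrelated to the size of the curcumin difference (Spearman's rho -0.113, against -0.590 in the ethanol table). This argues against region p that follow the curcumin differences. Curcumin regions that overlap no ethanol region had a median region p of 0.690, and 0.853% of these 3984 regions were under 0.05, while those overlapping an ethanol region had a median of 0.378. A candidate explanation is that comb-p combined the CpG p values of ethanol against control within the regions of both tables. It would give identical region p, as found. Ethanol regions of 1 CpG had a region p of at most 0.0499 where the CpG counted as significant. Elsewhere it was at least 0.0506, so that it followed the test against control. The 1018 identically bounded regions of 1 CpG held that same value in the curcumin table. For these regions this argues against a region p from the curcumin comparison. In simulated tables built this way, 42.5% of the regions flagged as individually significant had a p under 0.05, more than the 8.47% found here. The 200 simulated changes were set in the ethanol bees, which both comparisons share. The 2 shares are therefore not comparable and do not decide. Under this explanation the 3 curcumin regions would be significant because ethanol and control bees differ there, and which regions differ between curcumin and ethanol bees stays open. Their differences in methylation do not depend on the region p. A coding or file mix-up and a deliberate choice of the authors are not told apart by these tests, and no biological explanation was tested.

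The curcumin region with the largest summed difference (41 CpGs on linkage group 6, from 7461551 to 7464101, named after its values were seen) was higher with curcumin by 0.355 per CpG and ranked 9676 of 9689 by region p. It overlaps 1 listed ethanol region. Whether it differs between curcumin and ethanol bees beyond their spread was not analysed here.

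Opposite signs in the 2 comparisons may come from the ethanol bees that both share. They were found in 81.0% of overlapping region pairs, and unchanged simulated groups gave 84.6%, or 82.1% with a spread that varied between regions. The simulation treats each region as a single value. An effect of curcumin on some of these regions is not excluded, but over the whole table the share of opposite signs is no larger than in either simulation. Pairs with an overlap of at least 50% of both regions (86.4%) and pairs of at least 3 CpGs (85.9%) lay above both simulated shares, and pairs with identical boundaries (84.1%) lay between them. At GB49219, a chance deviation of the ethanol bees alone would also leave curcumin and control bees alike. The authors' comb-p region p for ethanol against control was 1.77e-07 there (adjusted p = 0.000784). As far as that test holds for 5 against 5 bees, it argues against chance alone at this region. No further test was made for it, since values per bee were not analysed.

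Individually significant CpGs carried 15.4% of the difference at GB49219, so that most of it lay in CpGs not significant on their own. This share is not unusually low, since it is above that of 55.9% of regions with at least 10 CpGs (median 11.5%), while the other 3 significant ethanol regions lay above 97.9% or more of these regions. It therefore does not decide whether the bees of a group had a wide spread. A methylated allele carried by only some of the ethanol bees would give a wide spread together with the difference of 0.394 per CpG, and the paper itself names epialleles and sequence polymorphism as a concern for differentially methylated regions. The difference of a comparison as a whole cannot show it, so that an allele and an effect of ethanol cannot be told apart here without values per bee. An effect of the ethanol diet stays among the open explanations, untested.

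The coverage per CpG of bees D9 and D10 in Supplementary table 2 may have been exchanged. It was 2.30 and 0.368 times the coverage of all bases, against 0.863 to 1.32 in the other 11 bees, and with the entries exchanged the ratios became 0.897 for bee D9 and 0.941 for bee D10. Both bees belong to the curcumin and ethanol group, so that group means are the same either way. The coverage of the selected CpGs would be exchanged along with it, at 1.53 and 1.67 times the coverage per CpG. Control bee AG-13 had the ratio of 1.32, and its selected CpGs were covered at 0.898 times the coverage per CpG; no cause was tested.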
